A study of Homo sapiens with 6 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

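Human pulmonary artery endothelial cells were transfected with small interfering RNA against KLF2 and KLF4 (siKLF) or a non-targeting control (siC), and laminar shear stress (LSS) of 15 dyn/cm2 was applied for 24 h. It began 24 h after transfection per the description of the series, while the methods of the study give a later start. The 6 libraries, 3 per group and lettered A, B and C, were stranded total RNA libraries from which ribosomal RNA had been removed. The authors aligned the reads to GRCh37 with STAR 2.5.4b and estimated the expected counts per gene with RSEM 1.3.1 on GENCODE 19, and they deposited these expected counts unscaled. The strand setting of RSEM is not stated, so genes that overlap or lie antisense to another gene are uncertain.

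The table held 57820 genes, of which 40399 were at 0 in every library and 55538 matched a symbol by gene ID in GENCODE 44 lifted to GRCh37, from which classes and coordinates were also taken. Expected counts were rounded to whole numbers, as 1.44% of the values had decimals. Totals ran from 3127881 to 4718233 per library, which limits a single-library share of counts to a 95% Wilson interval at most 0.1 percentage points wide. These intervals cover counting error only.

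The comparison of siKLF with siC was fitted over all 6 libraries with group as the only term, in edgeR 4.0.16 on R 4.3.3 with TMM normalization (factors 0.929 to 1.06). Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 10672, and tested with the quasi-likelihood test. That test returns no standard error. The SE given here is the absolute log2 fold change divided by the square root of the F statistic. Genes with a Benjamini-Hochberg adjusted p below 0.1, the threshold of the study, were called. Gene lists, 38 in all with 743 members of which 727 matched a gene (15 of them by an older or newer symbol), were tested with camera from limma 3.58.1 on log2 CPM (counts scaled to library size, prior count 2) with a preset correlation of 0.01, adjusted over the 36 lists with at least 2 tested members. Library means of a list are means of each gene's log2 CPM minus its mean over the 6 libraries. Counts adjusted over a list alone use the edgeR p of its tested members, at the same threshold and with no correction over the 38 lists. Single values such as shares of counts were compared by a two-sided exact permutation test over the 20 assignments of the libraries, whose smallest p is 0.1. Text was handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

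The lists, the alternatives and the genes to name were fixed before the data were examined. Named genes were KLF2, KLF4, the genes of a list of regulatory targets taken from the text of the study, the 12 called genes with the largest change in each direction whose groups did not overlap and whose mean was at least 1 CPM in the higher group, up to 4 called members of each list by smallest p, and 2 members with the highest mean count of lists with none called. The matrix and cell division lists were taken from what the text of the study says of LSS against static culture, in other samples than these. The list of regulatory targets was taken from several parts of that text, some of them on silenced cells.

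The pipeline was tested on simulated counts for 10517 genes with known changes. It called 9 of 67 genes changed 1.5-fold (13.4%), 46 of 67 changed 2-fold (68.7%) and 64 of 66 changed 4-fold (97.0%), and 18 of 137 calls (13.1%) were false. A simulated list of 22 genes changed 1.5-fold gave a camera p of 2.77e-10, and 2% of 1000 random lists had a p below 0.05. Genes were simulated independently of each other, so this check cannot show how camera behaves for lists whose genes vary together. The genes given a change were drawn only from those above a minimum mean count, so recovery of genes with lower counts was not measured.

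The 18 alternatives fixed in advance were RLE factors, upper-quartile factors, library totals only, DESeq2 1.42.0, limma-voom, no filter, a filter at 1 CPM in 3 libraries, an adjusted p below 0.05, a change of at least 2-fold, the replicate letter as a block, each library left out, unrounded expected counts, and no mitochondrially encoded or 10 most counted genes. For lists, camera with an estimated correlation and fry were added to these. Another 3, chosen after the data were seen, left out siC B and siKLF C together, used library quality weights in limma-voom, and removed a trend on transcript GC content per library (loess span 0.3). Static cells and other assays of the study were not analysed here.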

Results

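Gene expression was measured by RNA-Seq in human pulmonary artery endothelial cells (PAEC), the primary cells that line the arteries of the lung. The cells had been transfected with small interfering RNA against the transcription factors KLF2 and KLF4 (siKLF) or with a non-targeting control (siC), and they were then exposed to laminar shear stress (LSS) of 15 dyn/cm2 for 24 h. LSS is the steady drag of flowing blood on the vessel wall, and KLF2 and KLF4 are transcription factors that it induces. There were 6 libraries, 3 siKLF and 3 siC, each lettered A, B and C. Total counts were 3127881, 4718233 and 3154730 in siC A, B and C, and 3531012, 4496625 and 4192796 in siKLF A, B and C. The study calls its replicates experimental, and the labels do not say whether the libraries of a group came from separate cultures or donors, so the p-values measure only the spread between these samples. The comparison asks which genes respond to a partial reduction of KLF2 and KLF4 in cells under LSS. Fold changes are log2 values of siKLF over siC from edgeR's quasi-likelihood test, adjusted p is by the Benjamini-Hochberg method, and a gene was called changed where it was below 0.1.

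Both targets of the siRNA were lower in each siKLF library than in each siC library. KLF2 (ENSG00000127528.5, chromosome 19, 16435637 to 16439496, plus strand, GRCh37) had 444, 488 and 526 counts in siC A, B and C, against 162, 262 and 358 counts in siKLF A, B and C. KLF4 (ENSG00000136826.10, chromosome 9, 110247133 to 110252763, minus strand) had 99, 73 and 152 counts in the siC libraries, against 3, 34 and 19 in the siKLF libraries. In counts scaled to library size by TMM (CPM), KLF2 was 136.6 ± 34.8 in siC and 65.0 ± 24.5 in siKLF (mean ± SD, n = 3), a mean 52.4% lower, and KLF4 was 31.7 ± 17.3 and 4.42 ± 3.38, a mean 86.1% lower. The exact two-sided permutation test gave p = 0.1 for both genes, the smallest value that 3 against 3 libraries allow. In edgeR, KLF4 fell by 2.78 on the log2 scale (SE 0.61, adjusted p = 0.0838), while the log2 fold change of KLF2 was -1.07 (SE 0.28, adjusted p = 0.147) and did not pass. The siKLF C library held the highest KLF2 level of the 3 siKLF libraries, 92.3 CPM. Without it the log2 fold change was -1.40 and passed (edgeR adjusted p = 0.00696). The log2 fold change of KLF4 was -3.41 without siKLF B, and KLF4 passed without siKLF C (edgeR adjusted p = 0.0299) but not without siC A (0.232), siC B (0.107), siC C (0.3002), siKLF A (0.169) or siKLF B (0.144).

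**Figure D1:**
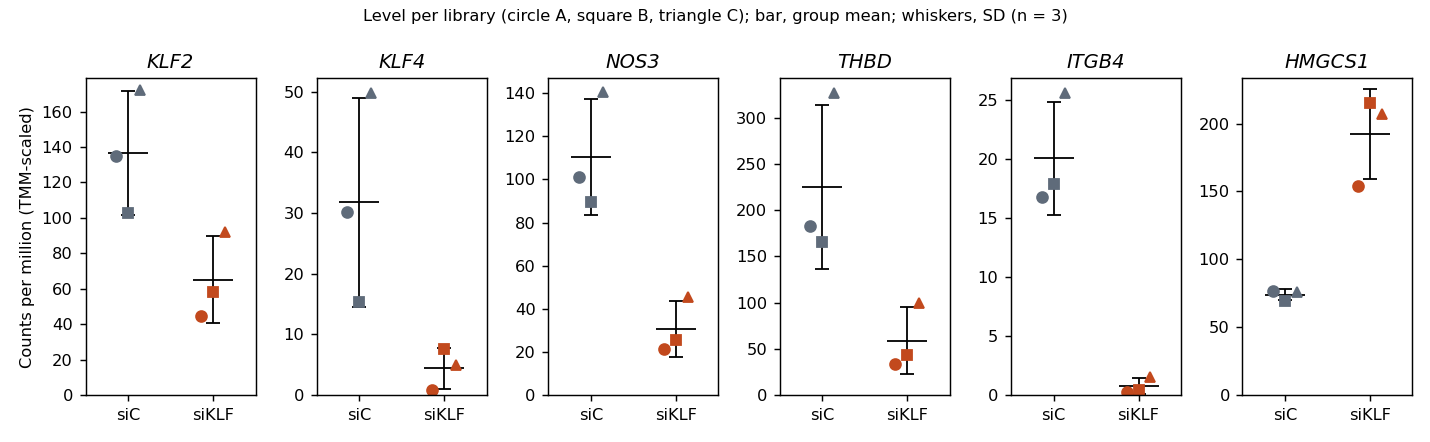
Level of the siRNA targets KLF2 and KLF4 and of NOS3, THBD, ITGB4 and HMGCS1 in each library, in TMM-scaled CPM on the vertical axis, by group on the horizontal axis (circles, A; squares, B; triangles, C; bars, group mean; whiskers, SD; n = 3). The siKLF points of KLF2 lie between 44.7 and 92.3 CPM and the siC points between 102.6 and 172.2, and HMGCS1 is the only one of the 6 genes plotted that was higher in siKLF.

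Silencing of KLF2 and KLF4 lowered a set of flow-responsive and matrix genes and raised genes of sterol synthesis, though as lists these did not pass in camera with its correlation estimated (adjusted p = 0.229, 0.319 and 0.185 with an estimated correlation). In fry they passed (fry adjusted p = 0.0473, 0.0403 and 0.00974). That test answers another question: whether the members of a list change at all, not whether they change more than other genes, as camera asks. Endothelial nitric oxide synthase (NOS3), thrombomodulin (THBD), the integrin chain ITGB4 and the growth factor binding protein IGFBP5 fell, and the vessel-destabilising ligand ANGPT2 and the sterol enzymes HMGCS1 and ACAT2 rose. Of 10672 genes tested, 203 changed, 64 of them higher and 139 lower in siKLF, and 196 of the 203 were protein-coding. Among the higher genes 37 changed at least 2-fold and 7 at least 4-fold, and among the lower genes 99 and 35. The siKLF and siC libraries did not overlap for any of the 203 genes. Over all tested genes 1962 (18.4%) had groups that did not overlap, where chance gives 10%. At an unadjusted p below 0.05 there were 1304 genes. The biological coefficient of variation was 21.3%. The count of changed genes depended on the library left out. It was 69 without siC A, 68 without siC B, 55 without siC C, 85 without siKLF A and 62 without siKLF B, and it rose to 923 without siKLF C. With siKLF C left out, 398 genes were higher and 525 lower, and all 203 genes were again among them. With siC B and siKLF C both left out, a setting chosen after the data were seen, there were 727.

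**Figure D2:**
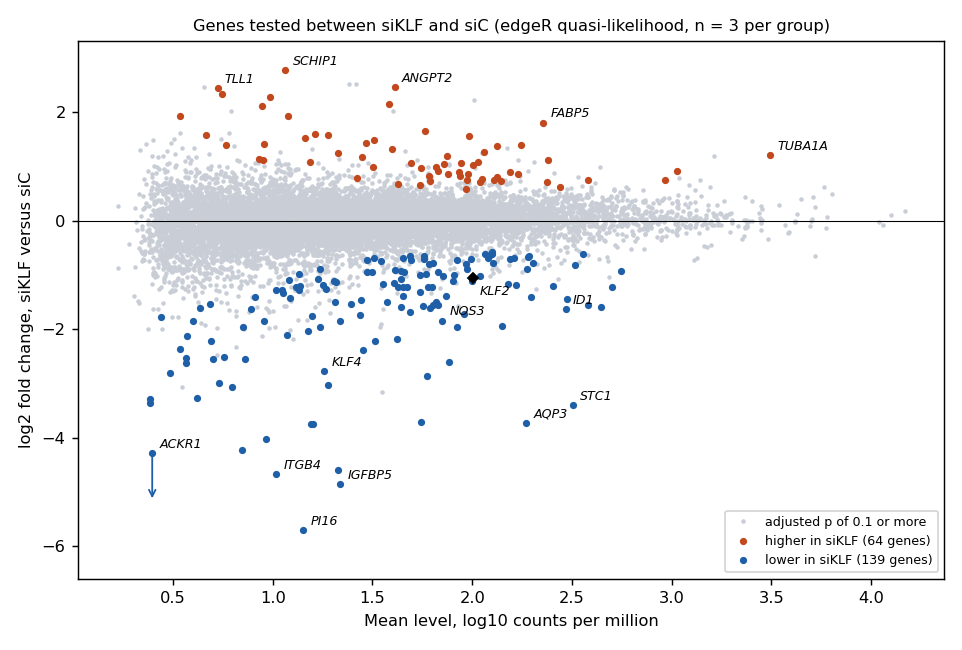
Log2 fold change of siKLF over siC (vertical axis) against the mean level in log10 CPM (horizontal axis) for the tested genes, n = 3 libraries per group. Orange points mark the 64 genes higher and blue points the 139 genes lower in siKLF at an edgeR adjusted p below 0.1, and KLF2 is a black diamond. ACKR1, with 0 counts in siKLF, is drawn at its bound of -4.28 with an arrow.

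The genes with the largest falls included a growth factor binding protein, a chemokine receptor, a water channel and a prostaglandin transporter. IGFBP5 (ENSG00000115461.4, chromosome 2, 217536828 to 217560272, minus strand), which binds insulin-like growth factors, fell from 42.1 ± 6.27 to 1.42 ± 1.23 CPM, a log2 change of -4.86 (SE 0.41, edgeR adjusted p = 0.00552). PI16, a peptidase inhibitor, changed by -5.70 (SE 0.76), the chemerin receptor CMKLR1 by -4.59 (SE 0.52) and the growth factor FGF18 by -4.24 (SE 0.70). The atypical chemokine receptor ACKR1 had 54 counts over the siC libraries and 0 over the siKLF libraries, which makes it at least 19.5-fold lower with 3 counts over the group taken as the limit of a count of 0. AQP3, a channel for water and glycerol, fell from 347.3 ± 281.9 to 26.1 ± 1.999 CPM and STC1, a secreted glycoprotein, from 583.3 ± 321.8 to 55.1 ± 27.9 CPM, with log2 changes of -3.72 and -3.40 (edgeR adjusted p = 0.0207 and 0.0135). The potassium channel KCNN4 (-3.75), the parathyroid hormone-related gene PTHLH (-3.74), the prostaglandin transporter SLCO2A1 (-3.71) and the cytochrome CYP1B1 (-4.02) also fell. CYP1B1 had 39.5 CPM in siC B against 7.30 and 5.56 in siC A and C, and without siC B its log2 fold change was -2.54. The siC C library was highest for AQP3 (663.8 CPM), SLCO2A1 (197.7), KCNN4 (54.3) and PI16 (50.7), and without it their log2 fold changes were -2.84, -2.81, -2.99 and -4.96. Without siKLF C the changes were -6.63 for PI16, -5.77 for IGFBP5, -5.73 for CMKLR1, -5.03 for FGF18, -5.05 for KCNN4 and -5.64 for ITGB4, and without siKLF B that of FGF18 was -3.59. Of the 12 genes with the largest falls, which include ITGB4, 9, 11 and 10 passed without siC A, B and C and 8, 9 and 12 without siKLF A, B and C. The 8 that passed in all 6 of these fits were ACKR1, AQP3, CMKLR1, IGFBP5, ITGB4, PI16, PTHLH and STC1.

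The genes that rose most included a ligand of the receptor TEK and a junctional receptor. ANGPT2 (ENSG00000091879.9, chromosome 8, 6357153 to 6420930, minus strand), a ligand of the receptor TEK, rose from 12.5 ± 2.40 to 69.4 ± 27.1 CPM, a log2 change of 2.46 (SE 0.32, edgeR adjusted p = 0.0126). TLL1, a tolloid-like protease, rose by 2.44 (SE 0.32), the tetraspanin TSPAN13 by 2.14 (SE 0.31) and TNFSF15, a cytokine of the tumour necrosis factor family, by 2.34 (SE 0.37). SCHIP1 (2.77), the receptor tyrosine kinase KIT (2.27, and 1.65 without siKLF B), SLC45A4 (2.11), the transcription factor BACH2 (1.93), the junctional receptor CXADR (1.92), the sulfotransferase CHST1 (1.64) and PEG10 (1.59) rose as well. The lipid carrier FABP5 rose by 1.80, but its value is uncertain because its processed pseudogenes FABP5P11 and FABP5P7 were also called, at 1.52 and 1.48, and reads could be split between them. Of these 12 genes 3, 3 and 4 passed without siC A, B and C and 10, 6 and 12 without siKLF A, B and C, and ANGPT2, TLL1 and TSPAN13 passed in all 6 fits.

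A list of genes known as flow-induced and linked to KLF2 and KLF4 was lower in siKLF as a group. Their induction by flow was not measured here, as static cells were not analysed. Of 24 measured members of this list, fixed from general knowledge before the data were examined, 11 fell, none rose and 13 did not pass, and the median log2 fold change was -1.20. DUSP5, among the 11, was also examined by the study after silencing, so its direction is not independent evidence. Adjusted over the list alone, which does not correct for the number of lists, 16 fell and 1 rose. NOS3 (ENSG00000164867.6, chromosome 7, 150688105 to 150711676, plus strand) fell from 110.5 ± 26.9 to 30.6 ± 12.9 CPM, a log2 change of -1.85 (SE 0.30, edgeR adjusted p = 0.0270), the non-coding RNA LINC00520 changed by -2.87, the hedgehog ligand DHH by -2.39 and the calcium release channel ITPR3 by -1.22. The list passed in camera with a preset correlation (adjusted p = 8.42e-12), but not with an estimated one (adjusted p = 0.229 with an estimated correlation). The mean log2 deviation of its members was -1.15 and -0.74 in siKLF A and B and -0.07 in siKLF C, against 0.41, 0.71 and 0.84 in siC A, B and C. NOS3 did not pass without siC C (edgeR adjusted p = 0.122) or siKLF B (0.139), and of the 11 genes 5, 6 and 5 passed without siC A, B and C and 6, 4 and 11 without siKLF A, B and C. THBD, the anticoagulant receptor for thrombin, changed by -1.94 (SE 0.42, edgeR adjusted p = 0.0833) and passed without siKLF C (-2.56, adjusted p = 0.00129) but not without any other library, where adjusted p was 0.188, 0.165 and 0.283 for siC A, B and C and 0.242 and 0.304 for siKLF A and B.

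Among inflammatory and prothrombotic genes listed as repressed by flow, which was not measured here, few passed. Of 15 measured members, ANGPT2 and adrenomedullin (ADM, 1.27, SE 0.21, edgeR adjusted p = 0.0328) rose, none fell and 13 did not pass, and adjusted over the list alone 5 rose. The median was 0.65. The vasoconstrictor endothelin-1 (EDN1) was at 420.3 ± 109.1 CPM in siC and 569.4 ± 315.3 in siKLF, log2 fold change 0.44 (edgeR adjusted p = 0.761). It stood at 782.4 and 718.6 CPM in siKLF A and B and at 207.2 in siKLF C, without which it passed (0.84, edgeR adjusted p = 0.0346). The list passed in camera (adjusted p = 0.00259, and adjusted p = 0.604 with an estimated correlation). Its mean log2 deviation was 0.54 and 0.63 in siKLF A and B and -0.22 in siKLF C, and -0.17, -0.15 and -0.63 in siC A, B and C. Of ANGPT2 and ADM, ADM did not pass without siC A, siC C, siKLF A or siKLF B, with an adjusted p of up to 0.127.

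Matrix, integrin and growth factor genes that the study named from untreated cells under LSS were lower too. Of 18 measured, 7 fell, none rose and 11 did not pass, and adjusted over the list alone 11 fell. ITGB4 (ENSG00000132470.9, chromosome 17, 73717408 to 73753899, plus strand), which pairs with ITGA6 as a laminin receptor, fell from 20.04 ± 4.79 to 0.755 ± 0.690 CPM, a log2 change of -4.68 (SE 0.47, edgeR adjusted p = 0.00715), ITGA6 changed by -0.93, the proteoglycan VCAN by -3.07 (-2.33 without siC B) and the protease ADAMTS1 by -1.59. The list passed in camera (adjusted p = 1.88e-08, and adjusted p = 0.319 with an estimated correlation). Of 12 measured genes whose promoters or other regulatory sites the text of the study discusses, with NOS3 there for its promoter and ITPR3 from the work of others, 6 fell, and also 6 adjusted over the list alone: NOS3, ITGB4, ITPR3, ITGA6 (edgeR adjusted p = 0.0612), the phosphatase DUSP5 (-1.18, adjusted p = 0.0352) and the hyaluronidase HYAL1 (-1.95, adjusted p = 0.0901). The other 6 did not pass: the bone morphogenetic protein receptor BMPR2 was at -0.22 (SE 0.15), SMAD5 at -0.13 (SE 0.15), EDN1 at 0.44 (SE 0.43), HES2 at 0.03 (SE 0.16), AGAP3 at -0.20 (SE 0.21) and JCAD at 0.22 (SE 0.24), with edgeR adjusted p from 0.626 to 0.969. COL3A1 and DLL1 were below the filter on low counts, with 2, 0 and 9 counts for COL3A1 in siC A, B and C and 1, 1 and 0 in siKLF A, B and C, and 15, 12 and 23 against 4, 7 and 5 counts for DLL1. The regulatory target list also passed in camera (adjusted p = 2.43e-05, and adjusted p = 0.185 with an estimated correlation). Its 6 called genes all belong to other lists as well. NOS3, ITPR3 and DUSP5 are in the flow-induced list, and ITGB4, ITGA6 and HYAL1 in the matrix list. The matrix and regulatory target lists were both taken from the text of the study. DUSP5 and other members of the regulatory target list were also examined there after silencing, so their direction is not independent evidence. Mean log2 deviations in siKLF A, B and C were -0.86, -0.73 and -0.20 for the matrix list and -0.56, -0.51 and -0.34 for the regulatory target list. Of the 7 matrix genes 3, 4 and 2 passed without siC A, B and C and 3, 2 and 7 without siKLF A, B and C, and of the 6 regulatory targets 3, 4 and 2, and 4, 2 and 6.

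**Figure D3:**
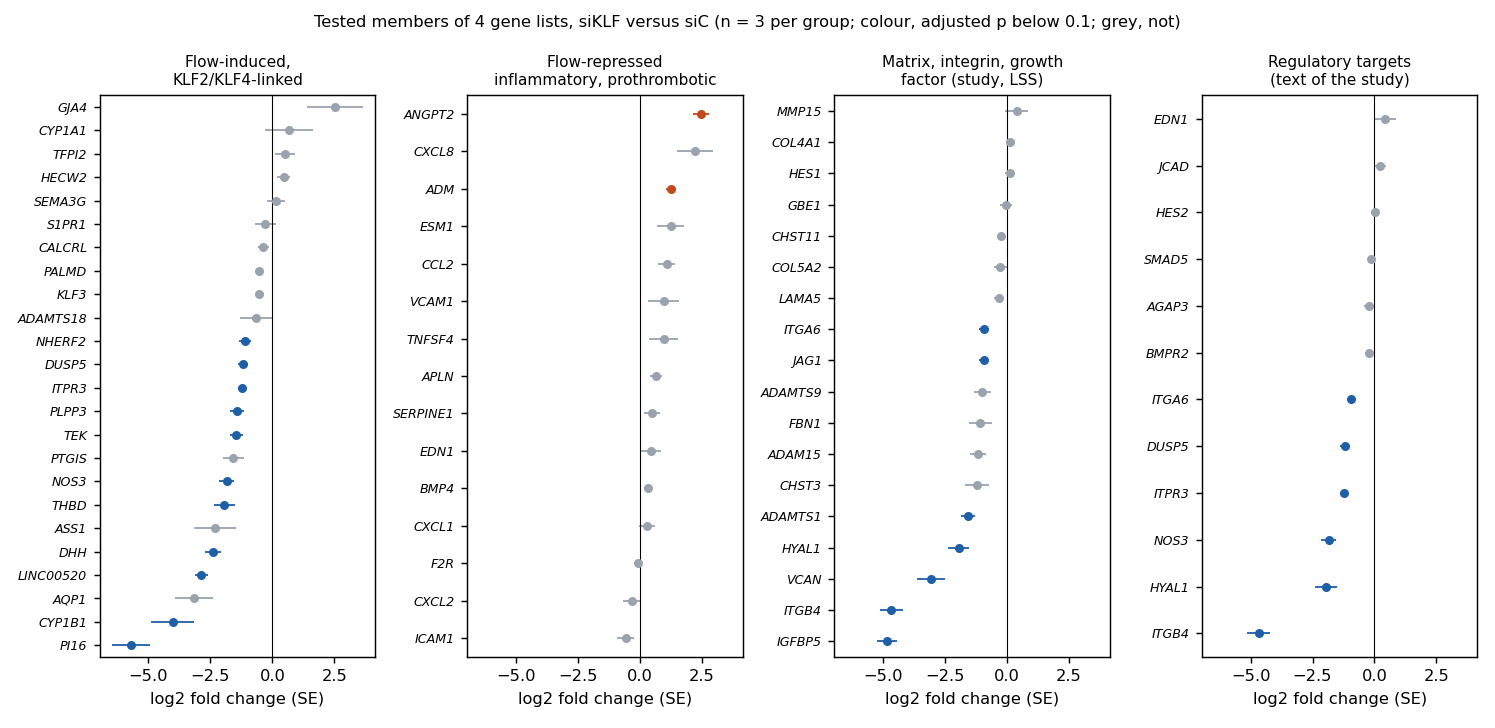
Log2 fold change of siKLF over siC (horizontal axis; points, edgeR estimates; bars, SE derived from the F statistic; n = 3 per group) for the tested members of 4 gene lists, 1 gene per line. Blue points are genes lower and orange points genes higher at an adjusted p below 0.1, and grey points did not pass. Of these, 11 flow-induced genes, 7 matrix genes and 6 regulatory targets fell, and 2 flow-repressed genes rose. The 6 regulatory targets are all also among the flow-induced or matrix genes that fell.

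Genes of sterol synthesis were higher in siKLF. Of 22 measured, 8 rose, none fell and 14 did not pass, and all 22 fitted values were above 0 with a median of 0.75, and adjusted over the list alone 15 rose. HMGCS1 (ENSG00000112972.10, chromosome 5, 43287572 to 43313614, minus strand), an early enzyme of the mevalonate pathway, rose from 73.9 ± 4.15 to 192.2 ± 33.2 CPM, a log2 change of 1.38 (SE 0.16, edgeR adjusted p = 0.00947). ACAT2 rose by 1.43 (SE 0.20) and CYP51A1 by 0.89 (SE 0.12). The list passed in camera (adjusted p = 3.48e-17) but not with an estimated correlation (adjusted p = 0.185 with an estimated correlation). Mean log2 deviations were -0.33, -0.52 and -0.32 in siC A, B and C and 0.23, 0.51 and 0.42 in siKLF A, B and C. Of the 8 genes 6, 4 and 4 passed without siC A, B and C and 6, 5 and 8 without siKLF A, B and C, and HMGCS1, ACAT2 and CYP51A1 were among those that passed in all 6 fits.

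Signalling genes changed in part. Of 18 measured genes of the bone morphogenetic protein pathway and pulmonary arterial hypertension, ID1, an inhibitor of differentiation, changed by -1.63 (SE 0.22, edgeR adjusted p = 0.0135), SMAD9 by -1.29 and SOX17 by 0.71, and 15 did not pass, and adjusted over the list alone 3 rose and 4 fell (camera adjusted p = 0.351). ID1 passed in all 6 fits without 1 library, SMAD9 and SOX17 only without siKLF C. Of 15 Notch genes the ligand JAG1 fell (-0.94, edgeR adjusted p = 0.0979, 1 adjusted over the list alone), and the list's median of 0.11 and mean of 0.02 were positive while camera pointed down (adjusted p = 0.761). Of 13 vasomotor genes NOS3 fell and ADM rose, with 3 higher and 5 lower adjusted over the list alone (camera adjusted p = 0.311), and of 16 anticoagulant and fibrinolytic genes THBD fell, 2 adjusted over the list alone (camera adjusted p = 0.283, and 0.0462 without siKLF C). In the MEK5-ERK5-MEF2 pathway, which acts upstream of KLF2 and KLF4, MEF2A fell (-0.99, edgeR adjusted p = 0.0364) and 6 of 7 did not pass, and 2 fell adjusted over the list alone. That list passed in camera (adjusted p = 0.0897, and adjusted p = 0.563 with an estimated correlation) but not without siC A (0.108), siC C (0.150), siKLF A (0.140) or siKLF B (0.181). Of 13 other KLF and SP family genes KLF13 fell (-0.71, edgeR adjusted p = 0.0613), with 1 higher and 4 lower adjusted over the list alone. The list passed in camera (adjusted p = 0.0968, and adjusted p = 0.641 with an estimated correlation) but not without siKLF C (0.104). JAG1 and KLF13 passed only without siKLF C, and MEF2A without siC B and without siKLF C, among the fits that left out 1 library.

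Endothelial, guidance and transport genes showed single changes within lists that did not pass in camera. Of 24 identity and junction genes TEK, the receptor for angiopoietins, fell from 437.7 ± 63.0 to 159.9 ± 58.1 CPM (-1.45, SE 0.25, edgeR adjusted p = 0.0364), and 23 did not pass, and adjusted over the list alone 1 rose and 1 fell (camera adjusted p = 0.311). Of 14 arterial genes CXCR4 (0.98) and SOX17 rose and JAG1 fell, with 4 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.119), and of 8 venous genes TLL1 rose and ACKR1 fell, with 1 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.311). Of 21 semaphorin, ephrin, netrin and slit genes SEMA3F (-1.23), EFNB1 (-0.998) and SEMA4B (-1.40) fell, with 2 higher and 5 lower adjusted over the list alone (camera adjusted p = 0.118). Of 17 solute carriers and channels AQP3 and KCNN4 fell, with 2 higher and 5 lower adjusted over the list alone (camera adjusted p = 0.146, but fry adjusted p = 0.0403). Without siKLF C all of these genes passed. TEK, CXCR4, SEMA3F, EFNB1, SEMA4B and KCNN4 did not pass in any of the other 5 fits, with adjusted p up to 0.174, 0.191, 0.207, 0.194, 0.286 and 0.247. TLL1, ACKR1 and AQP3 passed in all 6. By camera the identity and venous lists passed without siKLF C (adjusted p = 0.00745 and 0.0108), the arterial list without siKLF A (0.000867), and the semaphorin list without siKLF B (0.0818) and siKLF C (0.0292).

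No member of the cell cycle and interferon lists passed, and their levels differed more between libraries than between groups. Of 21 S phase genes 17 had values above 0, and the list passed in camera (adjusted p = 0.0997, and adjusted p = 0.791 with an estimated correlation). It did not pass without siC B (0.185), siC C (0.150), siKLF A (0.782) or siKLF B (0.264). TYMS was at -0.13 (SE 0.27) and RRM2 at 0.63 (SE 0.40), which passed without siKLF C (1.02, edgeR adjusted p = 0.0179). Of 26 genes of G2 and mitosis (camera adjusted p = 0.588), TOP2A was at -0.04 (SE 0.40) and CENPF at -0.02 (SE 0.31), and the list's mean log2 deviation was -1.01 in siKLF C against 0.67 and 0.40 in siKLF A and B. Of 10 cell division genes that the study named under LSS, MCM7 was at 0.36 (SE 0.22) and MCM5 at 0.26 (SE 0.28, camera adjusted p = 0.559), with siKLF C at -0.68 against 0.52 and 0.28 in siKLF A and B. Of 28 interferon response genes (camera adjusted p = 0.118), IFI27 was at -0.09 (SE 0.29) and IFI6 at 0.31 (SE 0.54). The list was low in siC C (-0.80) and siKLF C (-0.71) and at 0.57, 0.74, -0.12 and 0.31 in siC A, siC B, siKLF A and siKLF B. Adjusted over the list alone, none passed in any of these 4 lists. Without siKLF C the S phase, G2 and mitosis, and cell division lists passed, with camera adjusted p of 1.39e-05, 1.02e-06 and 0.00449. The S phase list also passed without siC A (0.0135), and the interferon list passed without siC C (1.55e-11) and without siKLF B (0.00262) but not without siKLF C (0.875).

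Among lists of stress and signalling responses, most members did not pass. Of 15 chemokines and cytokines TNFSF15 rose, with 3 higher adjusted over the list alone (camera adjusted p = 0.351), and of 13 AP-1 and immediate early genes the phosphatase DUSP4 fell (-0.998, edgeR adjusted p = 0.0201), with 1 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.351). Of 21 NRF2 target genes PGD, an enzyme of the pentose phosphate pathway, rose (0.82, edgeR adjusted p = 0.0364), with 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.351). Of 19 glycolysis and hypoxia genes ADM rose and NDRG1 fell (-1.20, edgeR adjusted p = 0.0105), with 2 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.311). None passed, over all genes or adjusted over the list alone, among 11 NF-kappaB feedback genes (camera adjusted p = 0.311), where NFKBIA was at -0.34 (SE 0.16) and IER3 at 0.16 (SE 0.30). The same held for 19 YAP/TAZ targets (camera adjusted p = 0.689), where CCN2 was at 0.79 (SE 0.43) and ANKRD1 at -0.09 (SE 0.30), and for 20 genes of the unfolded protein response (camera adjusted p = 0.323), where HSPA5 was at 0.15 (SE 0.17) and HSP90B1 at -0.01 (SE 0.17). YAP/TAZ targets had a negative median of -0.01 and a positive mean of 0.09, with camera pointing up. Of 22 SWI/SNF subunits, members of a chromatin remodelling complex, none passed, and BRD7 was at -0.29 (SE 0.13) and SMARCE1 at -0.26 (SE 0.19, camera adjusted p = 0.588). Without siKLF C NFKBIA (-0.47, edgeR adjusted p = 0.0912) and CCN2 (1.19, 0.0129) passed. By camera the NRF2 list passed without siKLF C (adjusted p = 0.0108) and the NF-kappaB list without siC C (0.0918). NDRG1 passed in all 6 fits without 1 library, DUSP4 did not without siC C (adjusted p = 0.113), PGD passed only without siKLF C, and TNFSF15 only without siKLF A and without siKLF C.

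Markers of other cell types were few. Of 4 measured smooth muscle markers TAGLN fell from 5.35 ± 1.40 to 0.767 ± 0.568 CPM (-2.80, and -3.43 without siKLF A, edgeR adjusted p = 0.0494, 1 adjusted over the list alone), passing without siKLF A and without siKLF C only. The list's camera adjusted p was 0.118, and 0.0927 without siKLF A and 0.0192 without siKLF C. TAGLN was also the 1 of 13 endothelial-to-mesenchymal transition genes that fell, with 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.575). Of 3 lung epithelial markers none passed, with 2 lower adjusted over the list alone: the keratins KRT18 and KRT19 were at 126.4 ± 18.7 and 30.5 ± 14.2 CPM in siC and at 81.5 ± 8.01 and 12.2 ± 6.55 in siKLF. Without siKLF C both passed (edgeR adjusted p = 0.0353 and 0.0216). That list passed in camera (adjusted p = 0.0385, and adjusted p = 0.636 with an estimated correlation) but not without siC C (0.112) or siKLF B (0.138), and its mean log2 deviation was -0.58, -0.85 and 0.16 in siKLF A, B and C. Of 3 lymphatic markers none passed (camera adjusted p = 0.567), with MMRN1 at -0.60 (SE 0.26) and LYVE1 at -0.60 (SE 0.55). Only 1 of 12 fibroblast markers was measured, COL1A2, at 40.3 CPM in siC C and 55.1 in siKLF C against 15.2, 13.7, 4.69 and 10.6 in siC A, siC B, siKLF A and siKLF B, log2 fold change 0.05 (SE 0.78). Only 1 of 14 leukocyte markers was measured, CD68, at 4.33 ± 0.795 and 2.28 ± 0.493 CPM in siC and siKLF (-0.91, SE 0.36, edgeR adjusted p = 0.349). With 1 tested member, adjustment over the list alone leaves the unadjusted edgeR p of 0.0307, so it adds nothing.

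In the measures of depth and composition that were tested, the groups did not differ beyond their spread, where the exact test cannot go below p = 0.1. The share of counts in protein-coding genes was not tested. It was 97.03, 97.14 and 96.93% in siC A, B and C and higher in siKLF A, B and C, at 97.40, 97.45 and 97.24%. Ribosomal protein genes took 13.0 ± 2.18% of counts in siC and 12.2 ± 3.00% in siKLF (n = 3, exact permutation p = 0.9), with 15.7% in siKLF C (95% Wilson interval 15.67 to 15.74%, counting error only). Mitochondrially encoded genes took 1.51 ± 0.294% and 1.28 ± 0.417% (n = 3, exact permutation p = 0.4), histone genes 0.0308 ± 0.00869% and 0.0316 ± 0.00398% (exact permutation p = 0.9), and the 10 and 100 most counted genes 8.46 ± 0.693% and 28.0 ± 1.87% in siC against 8.99 ± 0.531% and 28.7 ± 2.31% in siKLF (exact permutation p = 0.4 and 0.7). Between 14264 and 14980 genes had a count in a library, and exact permutation p was 0.7 for that number and 0.6 for the total. None of 26 cytosolic ribosomal proteins, 13 mitochondrially encoded genes, 6 replication-dependent histone genes and 12 reference genes passed, over all genes or adjusted over the list alone, and camera gave an adjusted p of 0.530, 0.552, 0.588 and 0.351. Without siC A and without siKLF C the ribosomal list passed (0.0161 and 0.00056), and without siKLF C the mitochondrial list (0.0311). RPS23 was at -0.13 (SE 0.26), RPS18 at -0.09 (SE 0.27), MT-CO3 at -0.22 (SE 0.35), MT-ATP6 at -0.12 (SE 0.35), H4C3 at 0.16 (SE 0.22), H2AC6 at -0.37 (SE 0.21), EEF1A1 at -0.09 (SE 0.32) and B2M at 0.28 (SE 0.29). On principal components of log2 CPM, PC1 (40.2% of the variance) placed siKLF C at 23.8, beside siC B at 16.4 and siC C at 28.3, with siKLF A and B at -36.7 and -29.9, and PC2 (29.1%) placed siKLF C at -40.3, below all other libraries. Between libraries of a group, chi-square per degree of freedom over counting noise was 9.30 to 11.2 between siC libraries, 5.91 between siKLF A and B, and 28.0 and 27.9 between siKLF C and each of these.

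**Figure D4:**
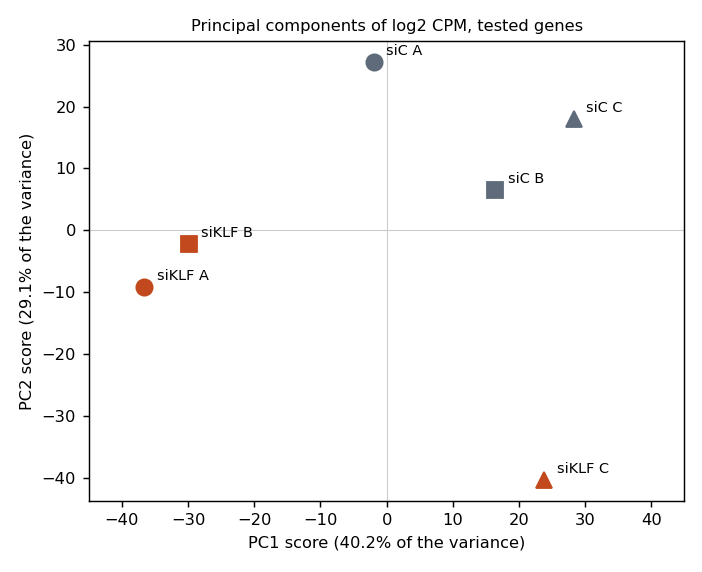
Scores of the 6 libraries on the first principal components of log2 CPM over the tested genes (horizontal axis, PC1; vertical axis, PC2; grey, siC; orange, siKLF; symbols as letters A, B and C). The siKLF C library lies at -40.3 on PC2, apart from siKLF A and B at -9.12 and -2.16.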

Values the study reported

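By RT-qPCR, the study reported that its siRNA reduced the expression of KLF2 and KLF4 under LSS by 79.7% and 69.8%.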

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

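Of the alternatives below, leaving out siC B and siKLF C together, library quality weights and removal of the GC trend were chosen only after the result was seen. All 203 calls kept their direction in each of the 21 alternatives except removal of the GC trend, where 202 did.

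The number of genes changed in siKLF versus siC was 203, that of genes higher in siKLF than in siC 64 and that of genes lower in siKLF than in siC 139. These became 347 (124 higher, 223 lower) with DESeq2, 417 (130, 287) without a filter, 93 (24, 69) at an adjusted p below 0.05, 727 (274, 453) with siC B and siKLF C left out and 819 (309, 510) with quality weights in limma-voom. The stricter threshold gives fewer by construction, and for the others the cause was not tested. A change of at least 2-fold left 37 higher genes by construction, and removal of the GC trend gave 101 higher, the cause not tested. Leaving out 1 library gave 55 to 923 changed genes, 12 to 398 higher and 43 to 525 lower, lowest without siC C and highest without siKLF C. Of the 55 named genes called, limma-voom kept 46, and leaving out 1 library kept 23 to 55.

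The KLF2 level in siKLF versus siC (-1.07, adjusted p = 0.147) passed with library totals only (-1.12, 0.0943), DESeq2 (-1.05, 0.0238), no filter (-1.06, 0.0186), siC B and siKLF C left out (-1.58, 0.00161) and quality weights in limma-voom (-1.22, 0.0223), and ran from -1.40 to -0.86 with 1 library left out. Its edgeR, DESeq2 or limma adjusted p ranged from 0.00161 to 0.457. The KLF4 level in siKLF versus siC was at -2.95 (adjusted p = 0.150) with limma-voom, did not pass at an adjusted p below 0.05 (-2.78), and ran from -3.41 to -2.30 with 1 library left out, with adjusted p from 0.000101 to 0.3002 over the alternatives. The cause was not tested. Of the other named genes not called, EDN1, RRM2, NFKBIA, CCN2, KRT18 and KRT19 passed without siKLF C, KRT18 in 7 and KRT19 in 6 of the 21 alternatives, and MT-CO3 passed with siC B and siKLF C left out (-0.87, adjusted p = 0.0824). COL1A2 was the only named gene that changed sign and passed: -1.82 (edgeR adjusted p = 0.0568) with siC B and siKLF C left out, against 0.05. Other named genes changed sign without passing, among them TYMS (-0.45 to 0.12 over the alternatives) and IFI27 (-0.34 to 0.37).

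Of the 36 lists tested, 9 passed in camera with the preset correlation and 0 with an estimated one (4 had an unadjusted p below 0.05), while 5 passed in fry and 19 in fry in either direction. The 5 in fry were the flow-induced, matrix, regulatory target, sterol synthesis and solute carrier lists (fry adjusted p = 0.0473, 0.0403, 0.00974, 0.00974 and 0.0403). With 1 library left out 8 to 18 of the 36 passed in camera, and with siC B and siKLF C left out 20, not always the same lists. The cause was not tested.

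The letters A, B and C are not stated to pair the libraries, and the same-letter correlations of deviations were 0.33, -0.25 and 0.28, with siC A closest to siKLF B (0.35). The replicate block gave 384 genes (116 higher, 268 lower) and KLF2 at -1.10 (edgeR adjusted p = 0.0378).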

Other observations

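The tests on the position of siKLF C, on genes low in both siC B and siKLF C, and on GC content for sterol synthesis genes were chosen only after the result was seen, as was the list of LXR target genes, while the splits of the libraries and what the LXR target genes would show were set before.

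Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave 203 or more called genes, and the highest other gave 0. For gene lists 6 of the 10 splits gave as many as the real 9 past the camera threshold, the highest other 17. With 10 splits no share under 0.05 can be had. Every split but the real one also mixes siKLF and siC libraries in both of its groups. A real effect of the siRNA would then widen the spread within groups and lower the number of called genes. The split with 17 lists set siC A, siC C and siKLF C against the rest and called 0 genes in edgeR.

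The reduction of KLF2 here was 52.4%. That is lower than the value quoted from the study above. The reduction of KLF4 here was 86.1%. That is higher than the value quoted above, and both quoted values come from RT-qPCR, not RNA-Seq.

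The siKLF C library lay apart from siKLF A and B, with 530 of 7134 genes of a mean count of at least 50 at least 2-fold apart from their mean (350 lower, 180 higher), against 44 to 161 for each of the other libraries. A weaker knockdown in siKLF C could not be the whole of it, as 41 of the 530 genes (7.736%) lay between the siKLF A and B mean and the siC mean, nor could a trend on GC content and transcript length, which explained 7.704% of the variance. Fibroblasts are argued against by a sum of 4.77 CPM for COL1A1, COL3A1, COL6A3, DCN and LUM in siKLF C, where COL1A2 was at 51.0 CPM, both over library totals without TMM scaling. For the flow-induced list a weaker knockdown may contribute. The median over its members of the difference of siKLF C from the siKLF A and B mean was 0.7746 (log2), and 15 of 24 members were higher. In TMM-scaled CPM, KLF2 was highest in siKLF C of the siKLF libraries (92.3). KLF4 was not, at 4.90 in siKLF C against 0.83 in siKLF A and 7.54 in siKLF B. No biological explanation was tested for the rest.

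Sterol synthesis genes stayed higher with the GC trend removed, 22 of 22 members with a camera adjusted p of 2.02e-14, which argues against that trend as the whole cause. A lower sterol level in siKLF cells may raise these genes, but 4 LXR target genes, with a median of -0.1597 and a camera p of 0.57, are too few to decide. That list was drawn up without ABCG1 and after the result was seen, so it is not an unselected set of LXR targets.

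Genes low in both siC B and siKLF C numbered 111, where independent lists of 225 and 668 genes would share 21.07. Genes high in both were 13 against 6.5, so an overlap beyond independence was seen in that direction as well, at a smaller ratio. EPHA2 (39.9 CPM in siC B and 11.9 in siKLF C), picked after its values were seen, was at 150.3, 142.7, 95.7 and 152.6 CPM in siC A, siC C, siKLF A and siKLF B. With the GC trend removed 68.18% of the 110 with a GC value stayed low in both, so a part in GC content stays open, and none of the 111 was called by edgeR. No biological explanation was tested.

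Lists of fatty acid synthesis, tubulin and IGF binding protein genes were also tested, but they were drawn up after the calls had been seen, so their tests decide nothing and are not given.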
